A study of Mus musculus with 29 samples.

How the data were processed

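Naive CD8+ T cells from mouse spleen, of the genotype the labels call DiSBey, carried the Sleeping Beauty transposon T2Onc2, a mobile element used to tag genes by random insertion. Genomic DNA was cut and tagged by a Tn5 transposase loaded with unique molecular identifiers, insertion junctions were enriched by nested PCR from the transposon's inverted repeats, and the products were sequenced, per the labels' protocols. The assay is named esTAG-seq. Cells were activated for 2 days with beads against CD3 and CD28 and then cultured in IL-2 at 10 ng/mL on plates with (chronic) or without (acute) coated antibody against CD3 at 5 µg/mL, per the labels' protocols. The transposon started from a donor array on chromosome 1 or on chromosome 4, here called launch 1 and launch 4. Wild type T cells, part of the stated design, were not analysed here.

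The deposited table gives 1 row per chromosome, position, strand and transposon direction, with a whole-number count per library, and the authors did not normalise these counts as far as the values show. The submitters' processing notes name cutadapt, BWA and the build GRCm39, with no versions. Whether a count is a read or a molecule is not given in the sources used here, so intervals and tests cover counting error and the spread between these libraries only. The table holds 313172 rows, and 8.08% of them have no direction. One input column was matched to its sample by its naming pattern. Rows on the transposon's own sequence, on scaffolds or on the mitochondrial genome were left out of library sizes and tests. The transposon sequence took 8.42% to 20.6% of total counts in launch 4 and 36.6% to 65.4% in launch 1. Scaffold and mitochondrial rows took at most 0.229%.

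A site was a chromosome and position, with strands and directions summed, giving 245874 positions, of which 222314 were found in 1 library. Positions found in every library of a launch (34 in launch 1, 23 in launch 4, 15 in both) are called resident positions. They and their neighbours within 20 bp took 13.6% to 47.7% of chromosomal counts in launch 1 and 20.6% to 24.2% in launch 4. Most positions counted in both had nearly all their counts in 1 launch. Position 1:43807603 had 42052 counts in launch 1 and 93 in launch 4, and 6:128800952 had 289 and 9069. An exception was 2:98497547, with 177 and 673. Counts at resident positions belonging mainly to the other launch, called foreign, may be carry-over between libraries. They took 0.352% to 0.785% of chromosomal counts in launch 4 libraries and 0.0188% to 0.128% in launch 1 libraries. Orientation was read from the strand and direction columns together, with the majority of counts deciding. The file does not state the convention, so sense here means that the plus reading matched the gene's strand.

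The table names no genes, and the annotation used here is GENCODE M21 on GRCm38, another build. No coordinates were converted. Sleeping Beauty inserts at TA dinucleotides, so transcript sequence was used to find where both coordinate systems coincide. On chromosome 4 between 6393654 and 59474124, 31 of 34 exonic sites with at least 3 counts fell on TA with no shift. The log-likelihood score of that stretch was 72.5, against a highest value of 10.2 over all chromosomes at 20 wrong shifts, where 5.06% of sites fell on TA. A segment of chromosome 18 from 4378855 to 11677900, with 7 of 7 sites on TA, also exceeded that value with a score of 17.9, and no genes were named there, as only the stretch of highest score was used. Genes are named in that stretch only, which holds 787 genes, 310 of them protein-coding. Elsewhere the features were 100 kb windows in the file's own coordinates. This departs from the planned test of all genes. Of 363 genes in 12 lists fixed before the data were examined, 8 lie in the stretch, so the planned test of gene lists was not run. Overlapping genes share their sites.

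Counts per feature were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, after its default low-count filter and TMM scaling, with all chromosomal counts as library size and Benjamini-Hochberg adjustment at 0.05. The day 18 contrasts compared chronic with acute cultures within each launch and over both launches with launch as a covariate. Libraries of days 6, 10 and 14 were summed per culture for the early contrast, and slopes over days 6 to 18 were fitted with culture as a block, taking libraries of one number as one culture. In simulated counts with 200 changed features, edgeR recovered 7 of 57 4-fold changes and 56 of 73 16-fold changes for launch 4 at day 18, 2 of 72 and 37 of 70 for launch 1, and 11 of 60 and 71 of 75 for both launches together. The filter left 9, 32 and 23 of the 4-fold changes to be tested. Of unchanged simulated features tested, 5.13% (2 of 39) were called for launch 4, 0.709% (4 of 564) for launch 1 and 2.72% (4 of 147) for both. The early contrast and slopes were not simulated. The simulated tests covered 174, 715 and 307 features for launch 4, launch 1 and both, where the real tests covered 17, 326 and 58. These rates therefore do not carry over to the real tests. Library measures were compared by exact two-sided permutation tests with adjustment over 6 measures, whose smallest p is 0.0286 for 4 against 4 libraries and 0.333 for 2 against 2. The excess of distinct sites per gene was tested against a Poisson expectation from gene length within the stretch, since no genome sequence was used here and TA sites could not be counted over introns. In a simulation for the launch 4 chronic group, 20 of 20 genes with 30 added sites were recovered and 1 of 767 others was called. The simulated sites were drawn from the test's own Poisson expectation, so this checks the computation only. It cannot show how the test behaves where insertion is uneven, nor its recovery of genes with few sites. Chronic and acute cultures were compared by Fisher's exact test of a gene's distinct sites against all others of the stretch, and by the orientation of sites for genes with at least 10. Insertion events, not libraries, are the unit of these last tests.

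Bach2 was named in advance from the series title. Up to 10 rises and 10 falls per test were named among features past the threshold whose direction held in every library, predicted models left out, with list members past it. If fewer than 3 genes passed, the 5 of smallest p were eligible; those of the early and slope contrasts did not pass and are left out here for length. The 10 genes of smallest p were named for the excess of sites, the 5 of smallest p for orientation, and up to 4 members of a list with the most sites as examples. Windows without gene names are given by coordinate or counted. Alternatives fixed before the data were examined were DESeq2 1.42.0, DESeq2-type scaling, no filter, distinct sites in place of counts, sites of at least 3 counts, the most abundant site left out, the launch chromosome left out, 10 kb flanks, merging within 5 bp, thinning to 7958 counts, leaving out each culture, and the replicate number as a block. Leaving out resident positions, leaving out Bach2, library size scaling, windows of 50 or 500 kb, slopes with no culture block, the alternatives of the launch interaction and merged positions for orientation and for Fisher's test of sites were chosen after seeing the data. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.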

Results

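Transposon insertion sites were counted in 29 libraries of mouse CD8+ T cells. Launch 4 had 4 chronic and 4 acute cultures at day 18 and 1 input library at day 2. Launch 1 had 2 chronic cultures at each of days 6, 10, 14 and 18, 3 acute cultures at days 6, 10 and 14, 2 acute cultures at day 18, and 1 input library at day 2. Total counts ran from 9061 to 32169 per launch 4 library and from 70756 to 151104 per launch 1 library. Counts on the chromosomes ran from 7958 to 25510 and from 24799 to 95634, over 2023 to 5002 and 7720 to 30057 positions. The series title puts the question as which insertions favour persistence of T cells under chronic antigen stimulation, and names BACH2.

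In launch 4, insertions in Bach2, a transcription factor gene that restrains effector differentiation of T cells, were far more abundant after chronic than after acute stimulation. Bach2 (ENSMUSG00000040270.16, plus strand, 4:32238804-32586108 in GRCm38, in the stretch where GRCm39 coordinates coincide) took 49.7 ± 6.31 (SD, n = 4) of every 1000 chromosomal counts in chronic cultures and 0.533 ± 0.0587 (SD, n = 4) in acute cultures. The chronic libraries ran from 43.5 to 57.0 and the acute libraries from 0.480 to 0.615 per 1000 (two-sided exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0429 over 6 measures). The launch 4 input, with no replicate, held 0.431 per 1000, with a 95% Wilson interval of 0.241 to 0.772. The log2 fold change was 6.49 (SE 0.21, edgeR adjusted p = 1.37e-10).

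**Figure D1:**
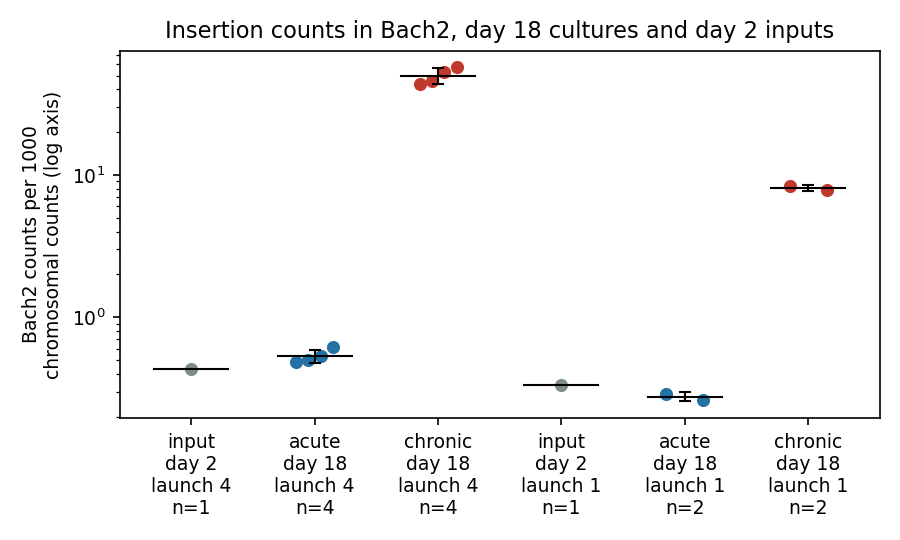
Bach2 counts per 1000 chromosomal counts on a log axis, by launch and culture condition. Each point is a library, lines are means and bars are SD; the 4 chronic launch 4 libraries sit between 43.5 and 57.0 and the 4 acute ones between 0.480 and 0.615.

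Of 17 features tested in launch 4 with edgeR, 2 were higher and 2 lower in chronic cultures. The other higher feature was Bach2it1, a noncoding gene inside Bach2 at 4:32251761-32265835 that shares its sites (log2 fold change 8.69, SE 1.40, adjusted p = 0.00216). Both lower features were windows that hold a resident position, 15:23600001-23700000 (log2 fold change -1.88, SE 0.32, adjusted p = 0.00116) and 2:98400001-98500000 (-1.02, SE 0.32, adjusted p = 0.0395). No call was made without the low-count filter, where 272 of 13326 features had an unadjusted p under 0.05. Summing distinct sites in place of counts left 1 call, Bach2. The other genes tested were Lingo2 (log2 fold change -1.58, SE 0.66, edgeR adjusted p = 0.106) and Chd7 (0.40, SE 1.61, adjusted p = 0.807), which did not pass.

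The Bach2 insertions were at many positions. Chronic launch 4 cultures held 36 to 54 distinct Bach2 sites each and acute cultures 3 to 5 (means 42.8 ± 8.30 and 3.75 ± 0.957, SD, n = 4 each, exact permutation p = 0.0286, adjusted p = 0.0429). The 4 chronic cultures together had 145 Bach2 sites, 121 of them in 1 culture only. Nearby positions can come from 1 insertion, and with positions within 5 bp merged the chronic cultures held 22 to 44 sites each and 109 together, 92 of them in 1 culture only, against 3 to 5 sites in each acute culture. The most abundant Bach2 site took 14.3% to 69.6% of the Bach2 counts of a chronic library. The most abundant of all, at 4:32353865 in an intron, had 358 counts in chronic replicate 4, and was found in no other library.

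Most chronic insertions of launch 4 lay in the sense direction, as read from strand and direction columns whose convention is not stated, and all lay ahead of the coding sequence. In launch 4, 122 chronic sites were sense and 14 antisense, against 6 and 6 in acute cultures (Fisher's exact test, adjusted p = 0.0143 over 9 genes with at least 10 sites). Sense sites upstream of the first coding exon, which starts at 32501613, carried 96.8% of the chronic Bach2 counts. No chronic site of either launch lay from that exon onward, and 0 of the 145 sites fell in an exon of the coding transcripts. None of the 8 other genes passed Fisher's exact test; the next smallest p values belonged to Plppr1, Runx1t1 and Chd7, with adjusted p = 1 for each, and the other 5 tied at p = 1. With sites of at least 3 counts the Bach2 contrast was 78 to 3 against 3 to 2 and did not pass (Fisher's exact test, adjusted p = 0.0509), and with merged positions it was 92 to 9 against 6 to 6 and passed (adjusted p = 0.00928). In launch 1 the orientation did not differ detectably, with 38 sense and 4 antisense sites in chronic and 11 and 2 in acute cultures (Fisher's exact test, p = 0.619). The chronic sites of launch 1 were sense more often than the 60.2% of genic sites of the stretch in those libraries (exact binomial test, p = 2.21e-05). Against the inputs, a comparison chosen after seeing the data, chronic sites were more often sense in both launches (Fisher's exact test, adjusted p = 0.0113 in launch 1 and 0.0254 in launch 4 over 4 comparisons). The input had 7 sense and 7 antisense sites in launch 1 and 2 and 3 in launch 4. Each input was 1 library, so these p values cover the sampling of sites and no spread between input libraries. Acute day 18 sites did not differ detectably from the inputs (adjusted p = 0.138 in launch 1 and 1 in launch 4). In launch 1 this rests on 13 acute sites. The launch 1 acute libraries of days 6 to 14 were not in the test. They held 72.7% to 100% sense sites, against 50% in the input.

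**Figure D2:**
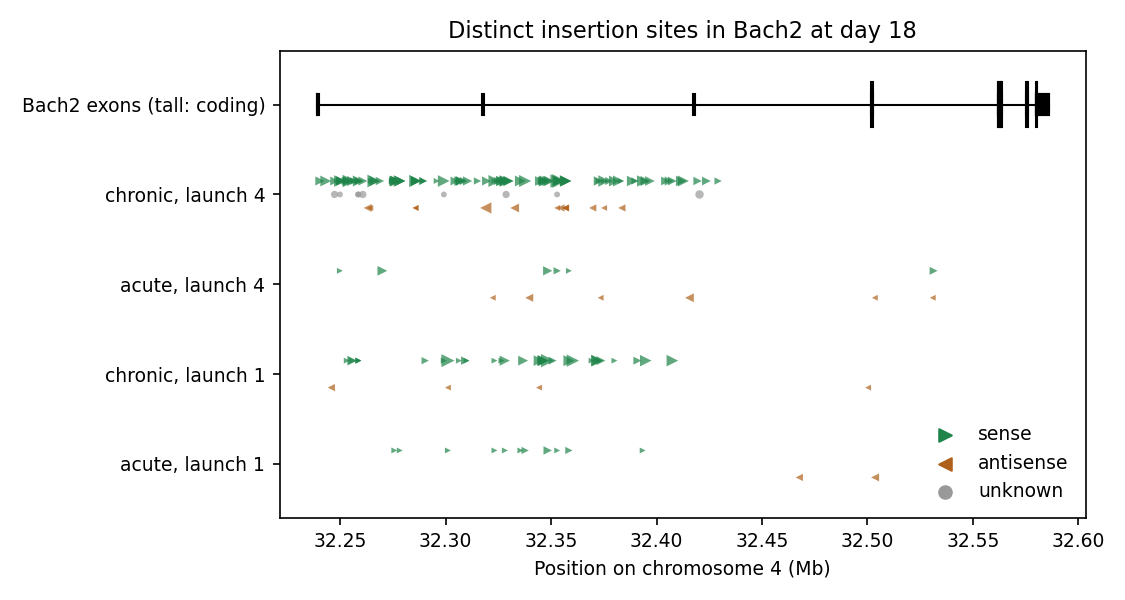
Distinct insertion sites in Bach2 at day 18, by position on chromosome 4 in Mb, launch and condition, with libraries pooled. Right-pointing markers are sense, left-pointing are antisense, marker size grows with the log of the counts, and the 122 sense sites of launch 4 chronic cultures all lie to the left of the first coding exon.

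In launch 1, where the donor array lies on another chromosome, Bach2 was again higher in chronic cultures at day 18. Bach2 took 8.10 ± 0.364 (SD, n = 2) of every 1000 counts in chronic cultures and 0.276 ± 0.0203 (SD, n = 2) in acute cultures, a log2 fold change of 4.82 (SE 0.40, edgeR adjusted p = 3.75e-05). The chronic cultures had 23 and 24 Bach2 sites and the acute cultures 7 and 8, and 38 of 42 chronic sites were sense. The permutation test of 2 against 2 libraries cannot go below 0.333. Bach2 was not called without the low-count filter (log2 fold change 4.94, SE 2.75) or without chromosome 1 (1.93, SE 0.82). The input held 0.335 per 1000 (95% Wilson interval 0.237 to 0.472).

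Of 326 features tested in launch 1 at day 18, 9 were higher and 14 lower in chronic cultures. All 14 lower windows hold a resident position, with log2 fold changes from -1.64 to -0.51. The split depended on the scaling, with 23 higher and 14 lower by DESeq2-type scaling and 1 higher and 12 lower by library size scaling, which was chosen after seeing the data. The other 8 higher features were windows without a gene name, such as 13:20200001-20300000 (log2 fold change 9.40, SE 2.06, edgeR adjusted p = 0.0417) and 15:77700001-77800000 (5.21, SE 1.26, adjusted p = 0.0432). The other gene tested, Zcchc7, did not pass (3.34, SE 1.18, adjusted p = 0.129). With the most abundant site of each feature left out, Bach2 was the 1 feature still called (log2 fold change 5.43). The number of calls was 103 without chronic replicate 1, 187 without chronic replicate 2, 14 without acute replicate 1 and 15 without acute replicate 2, where the lone library of an arm is assumed to vary like the others.

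Over both launches at day 18, Bach2 was higher in chronic cultures by 5.99 on the log2 scale (SE 0.32, edgeR adjusted p = 1.93e-57) and stood higher in every chronic library of its launch. Of 58 features tested, 5 were higher and 3 lower. Only Bach2 and Bach2it1 held their direction in every library. Whether the chronic to acute difference in Bach2 was larger in launch 4 depended on the scaling across launches. The edgeR interaction was 2.87 (SE 0.99, adjusted p = 0.0666), above the gap between the separate fits, with scaling factors from 0.283 to 1.73. By alternatives chosen after seeing the data it was 1.68 with library size scaling (edgeR adjusted p = 0.461), 1.75 without resident positions (0.487), 0.17 with DESeq2-type scaling (1) and 3.21 with DESeq2, where it passed (0.0175). Of 4 features tested in each launch separately, Bach2 was the 1 called higher in both, against 0.25 expected for independent lists, too few for a correlation. The number of calls fell to 5 without launch 1 chronic replicate 2, and to 3, 4, 2, 4 and 3 without launch 4 acute replicates 3 and 4 and chronic replicates 1, 2 and 3.

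Most of the Bach2 rise in launch 1 came between days 14 and 18. Chronic cultures held 0.356 ± 0.0737, 0.526 ± 0.0550, 0.889 ± 0.506 and 8.10 ± 0.364 Bach2 counts per 1000 at days 6, 10, 14 and 18 (SD, n = 2 each). Acute cultures held 0.216 ± 0.102, 0.354 ± 0.152 and 0.349 ± 0.0938 at days 6, 10 and 14 (SD, n = 3) and 0.276 ± 0.0203 at day 18 (SD, n = 2). The chronic slope was 0.40 per day on the log2 scale (SE 0.06, edgeR adjusted p = 9.50e-07), the acute slope 0.06 (SE 0.07, adjusted p = 0.99), and the slopes differed by 0.35 per day (SE 0.05, adjusted p = 1.13e-08). Over days 6 to 14, summed per culture, the Bach2 difference was 0.97 (SE 0.40), which did not pass adjustment (edgeR adjusted p = 0.992); over 18 alternatives it ran from 0.13 with distinct sites to 2.61 with sites of at least 3 counts (SE 0.69, adjusted p = 0.583), and none passed. The chronic day 18 libraries also differed from day 14 in measures apart from Bach2. Resident positions went from 39.3% and 44.1% of chromosomal counts to 18.8% and 20.6%, the 10 most abundant sites from 31.3% and 35.9% to 14.5% and 15.8%, and sites of at least 10 counts from 2 and 311 to 764 and 603. Per 1000 non-resident counts, Bach2 took 2.05 and 0.9504 at day 14 and 10.3 and 9.87 at day 18. The difference of slopes was not called without the filter (0.34), with distinct sites (0.13) or with sites of at least 3 counts (0.46).

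**Figure D3:**
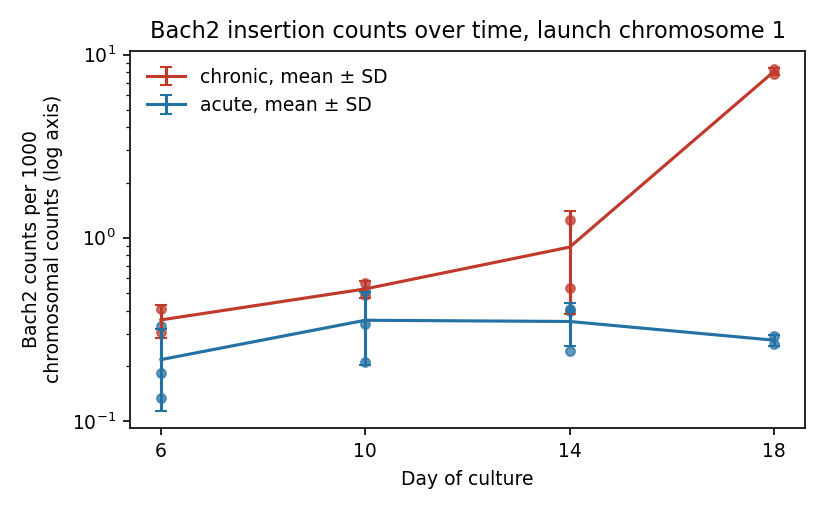
Bach2 counts per 1000 chromosomal counts (log axis) against the day of culture in launch 1. Points are libraries, lines are means and bars are SD; chronic cultures go from 0.889 at day 14 to 8.10 at day 18 and acute cultures stay between 0.216 and 0.354.

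Few other features passed the tests over time. In chronic cultures 6 of 312 features rose and 0 fell. Beside Bach2 these were 5 windows, among them 1:108600001-108700000 (slope 0.39, SE 0.08, edgeR adjusted p = 0.00253). In acute cultures edgeR called 0 of 581 features, with 30 at an unadjusted p under 0.05 and no other tool run. The difference of slopes was called for 5 of 917 features, all steeper in chronic cultures. Over days 6 to 14, 1 of 2067 features was higher, 16:45600001-45700000, which holds a resident position (log2 fold change 0.65, SE 0.10, adjusted p = 1.08e-05), and 1 lower, 1:129100001-129200000 (-5.25, SE 1.12, adjusted p = 0.00746). The chronic slope calls numbered 3 and 16 without chronic replicates 1 and 2, the slope differences 8, 16, 1 and 26 without acute replicates 1, 2 and 3 and chronic replicate 2, and the early calls 0, 0 and 8 without acute replicates 2 and 3 and chronic replicate 2 (48, 56 and 201 at an unadjusted p under 0.05). Without resident positions, an alternative chosen after seeing the data, edgeR called 0 features higher and 1 lower over days 6 to 14, with 80 at an unadjusted p under 0.05. The slopes and early sums take libraries of one number as repeated measures of one culture, and shared sites were more frequent under one number for chronic days 14 and 18 and did not settle it for other days. With no culture block, also chosen after seeing the data, 9 slope differences were called.

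Among genes of the chromosome 4 stretch, Bach2 held more sites than its length predicts. Launch 4 chronic cultures had 145 Bach2 sites where 3.49 were expected, and 4 genes passed the Poisson test, or 3 with positions within 5 bp merged. The others were Bach2it1 (17 sites, 0.142 expected), 4930412C18Rik (7 sites, 0.531 expected; merged, 3 sites, 0.469 expected, no longer passing) and B4galt1, which encodes a galactosyltransferase (5 sites, 0.497 expected, adjusted p = 0.0329). Acute launch 4 cultures had 12 Bach2 sites where 6.32 were expected, and 0 genes passed the Poisson test, with 17 at an unadjusted p under 0.05; an expectation from the other chromosomes, which does not allow for local hopping, called 22. The launch 4 input had 6 Bach2 sites against 2.03 expected, and 0 genes passed, with 10 at an unadjusted p under 0.05. In launch 1, Bach2 held more sites than expected at day 2, ahead of the chronic and acute cultures, and at day 18, with 14 in the input against 2.47, 42 in chronic cultures against 2.35 and 13 in acute cultures against 2.10. Beside Bach2 and Bach2it1, launch 1 chronic cultures called Pnisr, named after its values were seen (4 sites, 0.195 expected, adjusted p = 0.0136). Without replicate 3 the launch 4 chronic count of genes was 2, without replicate 1 the launch 1 chronic count was 1, and without replicate 2 the launch 1 acute count went from 1 to 0 (12 at an unadjusted p under 0.05). With sites of at least 3 counts the launch 1 counts were 1 gene in chronic and 0 in acute cultures, the latter with 6 at an unadjusted p under 0.05.

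Compared directly, Bach2 took a larger share of the sites of the stretch in chronic than in acute cultures. In launch 4 it held 145 of the 534 chronic sites and 12 of the 966 acute sites (Fisher's exact test, adjusted p = 4.47e-54), and in launch 1 42 of 359 and 13 of 321 (adjusted p = 0.0293). Bach2it1 and 4930412C18Rik were the other genes called in launch 4 (adjusted p = 1.67e-06 and 0.0391), and B4galt1 was not. With positions within 5 bp merged, chosen for this test after seeing the data, Bach2 held 109 of 471 chronic and 12 of 876 acute sites in launch 4 (adjusted p = 6.39e-38). Merging ended the calls of 4930412C18Rik, left with 3 sites (adjusted p = 1), and of Bach2 in launch 1, with 37 of 326 and 13 of 306 sites (adjusted p = 0.138). Insertion events, not cultures, are the unit of these tests.

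The other listed genes of the stretch did not pass. In launch 4 chronic cultures Chd7, a chromatin remodeller, had 5 sites where 1.78 were expected, Tgfbr1, a receptor for TGF-beta, had 3 where 0.621 were expected, and Tox, a transcription factor of exhausted T cells, had 2 where 3.07 were expected. Nr4a3 and Pax5 had 0 sites, and Ccnc and Tln1 had 1 each. Adjusted p was 1 for each of these.

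Chronic launch 4 cultures held fewer effective sites. The Shannon effective number of sites was 586 ± 133 in chronic and 1235 ± 400 in acute cultures, and sites on chromosome 4 made up 14.3% ± 0.332 against 16.9% ± 0.509 (SD, n = 4 each, exact permutation p = 0.0286 for each, adjusted p = 0.0429). Within the stretch, 58.3% ± 3.89 of chronic and 34.7% ± 3.17 of acute sites lay in genes, and 72.5% ± 8.19 against 47.4% ± 6.67 of genic sites were sense (exact permutation p = 0.0286 for each, adjusted p = 0.0429). Without Bach2 these 2 differences were 6.12 and 5.27 percentage points (exact permutation p = 0.229 and 0.314). Distinct sites numbered 2439 ± 462 and 3882 ± 1131, and the 10 most abundant sites took 27.3% ± 5.08 and 21.1% ± 1.14 of counts, which did not pass (exact permutation p = 0.0571 for each, adjusted p = 0.0571). Of the chronic libraries, 3 of 4 were shallower than every acute library, and thinned to one depth the difference in distinct sites went from -1442 to -673 (exact permutation p = 0.0857). In launch 1 effective sites went the other way, with 2130 ± 507 in chronic and 1288 ± 401 in acute cultures, as did the 10 most abundant sites, with 15.2% ± 0.884 and 33.7% ± 1.03 of counts (SD, n = 2 each, exact permutation p = 0.333 for each, the smallest possible). Both measures include resident positions, which held 19.7% of chronic and 43.1% of acute counts in launch 1. Neither was computed without these positions there, so the reversal cannot be told apart from the difference in resident share. With sites of at least 3 counts none of the 4 called measures passed adjustment. Effective sites differed by -345, the share on chromosome 4 by -1.02, sites in genes by 26.0 and sense sites by 35.1. The share on chromosome 4 had an exact permutation p of 0.257. The others kept the smallest possible p of 0.0286 and missed on adjustment alone (adjusted p = 0.0571). Without chronic replicate 2, 3 or 4 none of the 4 called measures passed adjustment: effective sites differed by -652, -604 and -635, the share on chromosome 4 by -2.66, -2.72 and -2.61, sites in genes by 25.4, 23.5 and 22.8 and sense sites by 21.4, 27.9 and 25.9. Effective sites had an exact permutation p of 0.0857 in each case. The other measures kept the smallest possible p of 0.0286 and missed on adjustment alone (adjusted p = 0.0571). Without chronic replicate 1 effective sites (-709) did not pass and the 10 most abundant sites (7.82) did, and without acute replicate 1 distinct sites (-1832) passed.

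A launch 4 library shared 2.39% of its non-resident counts with another of its condition and 0.734% with one of the other condition (exact permutation over 35 splits, one-sided p = 0.0286).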

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

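The tests of explanations below were chosen after the results were seen. The launch 4 comparison called 4 features, the highest of the other splits of its libraries 1, and 1 of the 35 splits, the real one, reached that count. Over both launches the real count was 8 and the highest of the other drawn splits 4, so 1 of the 100 splits reached it. Chance assignment is excluded for both counts at the 0.05 level.

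The first pattern is the Bach2 difference in launch 4. Without its most abundant Bach2 site, the lowest chronic share was 28.1 times the highest acute share, or 27.8 times with positions within 5 bp merged, which argues against one expanded clone per culture. Counts in the megabase on each side of Bach2 overlapped, at 0.111 to 0.754 per 1000 in chronic and 0.0719 to 1.91 in acute cultures, a ratio of 0.523, or 0.852 without acute replicate 4, and neither comes near the rise in Bach2 that more local hopping would need. A candidate explanation is that cells with a sense insertion ahead of the Bach2 coding sequence expand or persist under chronic stimulation. Chronic sites were more often sense than input sites in both launches (Fisher's exact test, adjusted p = 0.0254 in launch 4 and 0.0113 in launch 1). They were also more often sense than acute sites in launch 4 (Fisher's exact test, adjusted p = 0.0143). That contrast passed with merged positions (adjusted p = 0.00928) and did not pass with sites of at least 3 counts (adjusted p = 0.0509). Against the 13 acute sites of launch 1, whose source is open, no difference was detected (Fisher's exact test, p = 0.619). The lowest chronic share of counts was 70.7 and 27.0 times the highest acute share in launches 4 and 1. A chronic gain of Bach2 insertions therefore stands as a biological hypothesis from the same data. The part of orientation in launch 1 is undecided. Which direction is sense is open in both launches, as the convention of the columns is not stated.

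The second pattern is the low level of Bach2 counts in acute libraries, which carry-over from chronic libraries may produce. The Bach2 positions 4:32348413 and 4:32352906 appeared in 21 and 19 libraries of both launches. In launch 4, 25 of 36 acute counts lay at positions that were not 10 times higher in another library, which argues against carry-over as the whole source. In launch 1, 40.7% of 150 acute counts did, from 16.7% to 75% over the 11 libraries. Carry-over at the rate of foreign resident positions would give 40.7 of the 150 counts. That rate came from launch 4 resident positions only, so it leaves out carry-over between launch 1 libraries. Neither value decides whether carry-over was the whole source in launch 1. How much of these counts was carried over cannot be told.

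The third pattern is the jump in launch 1 chronic cultures between days 14 and 18. At most 1.79% of the Bach2 counts lay at positions as high in a launch 4 chronic library, which argues against carry-over from launch 4. Counts at positions absent from the other culture still reached at least 3.31 per 1000, above the highest day 14 value of 1.25, which argues against one shared clone as the whole cause. The resident share of counts was lower at day 18, and per non-resident count the lowest day 18 share was still 4.81 times the highest day 14 share, which argues against that shift as the whole cause. Selection between these days stays open as an untested explanation.

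Among launch 4 libraries, 4 values stood far from their group, of which chance flags about 1 in 20 groups. Chronic replicate 1 had 21341 total counts and acute replicate 3 had 28441. All Bach2 sites with a direction in chronic replicate 2 were sense (100%), and the most abundant Bach2 site took 33.3% of Bach2 counts in acute replicate 4. The chronic to acute difference at day 18 differed between launches for 10 of 222 features by the edgeR interaction test, 9 of which hold a resident position; edgeR called 0 without resident positions, with library size scaling or with DESeq2-type scaling (21, 22 and 26 at an unadjusted p under 0.05) and DESeq2 called 12. In counts outside the comparisons, the transposon's own sequence took 8.42% of total counts or more in every launch 4 library, and its share was 10.6% ± 2.28 in chronic and 13.8% ± 0.163 in acute cultures (SD, n = 4 each, exact permutation p = 0.0286, adjusted p = 0.0429).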

How the results depend on the processing

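Leaving out resident positions or Bach2, library size scaling, other windows, no culture block and the settings of the difference between launches were chosen after seeing the data. Bach2 kept its direction in every alternative that tested it; leaving out chromosome 4 removes it. Its day 18 log2 fold change ran from 3.69 to 6.77 over 20 alternatives in launch 4, from 1.93 to 6.88 over 17 in launch 1 and from 2.80 to 7.39 over 24 in both. It no longer passed without a filter in launch 4 (6.21, where its SE went from 0.21 to 4.94) and launch 1 (4.94, SE from 0.40 to 2.75), nor in launch 1 without chromosome 1 (1.93), where scaling factors ran from 0.225 to 2.85; the cause was not tested. The difference of slopes no longer passed without a filter, with distinct sites or with sites of at least 3 counts.

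Counts of calls moved more. In launch 4 the main 4 became 0 without a filter (272 at an unadjusted p under 0.05), 1 with distinct sites, 2 without chromosome 4 and 2 without resident positions. In launch 1 the main 23 became 37 with DESeq2-type scaling, 0 without a filter (119 unadjusted), 2 with distinct sites, 59 with sites of at least 3 counts, 1 without the most abundant site, 6 without chromosome 1, 49 with DESeq2, 48 with 10 kb flanks, 1 without resident positions, 13 with library size scaling and 48 with 50 kb windows. For both launches the main 8 became 1 without a filter, 1 with distinct sites, 5 with sites of at least 3 counts, 3 without the launch chromosomes, 4 with flanks, 5 with library size scaling, 4 with 50 kb and 3 with 500 kb windows. For the difference between launches the main 10 became 0 with DESeq2-type scaling, 0 without resident positions and 0 with library size scaling (26, 21 and 22 unadjusted).

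For days 6 to 14 the main 2 became 0 with distinct sites, 0 with sites of at least 3 counts and 0 without chromosome 1 (21, 48 and 23 unadjusted), 1 without the most abundant site, 4 with flanks, 1 without resident positions, 5 with library size scaling and 1 with either other window. The chronic slope's 6 became 13 without a filter, 1 with distinct sites, 2 with sites of at least 3 counts, 1 without the most abundant site, 11 with 50 kb and 12 with 500 kb windows. The slope difference's 5 became 0 with distinct sites (3 unadjusted), 2 with sites of at least 3 counts, 1 without the most abundant site, 1 without chromosome 1, 3 with library size scaling, 3 with 50 kb and 17 with 500 kb windows and 9 with no culture block.

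Leaving out one culture gave 3 to 6 calls in launch 4, 14 to 187 in launch 1 and 2 to 9 over both. It gave 0 to 8 calls for days 6 to 14 and 3 to 16 for the chronic slope. It gave 0 to 0 calls for the acute slope and 1 to 26 for the slope difference. In the launch 4 chronic group it left 2 to 4 genes with an excess of sites. Differences ran from -1832 to -1069 distinct sites, 4.69 to 7.82 points for the 10 most abundant sites, -763 to -481 effective sites, -2.78 to -2.42 points on chromosome 4, 22.5 to 25.4 points in genes and 21.4 to 27.9 points sense.

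With the replicate number as a block, calls numbered 2 in launch 4, 15 in launch 1, 1 over both and 0 for days 6 to 14 (77 unadjusted). Same-numbered libraries of launch 4 did not deviate together more than others (correlations of -0.03 to 0.02, against -0.06 to 0.09 for different numbers). In launch 1, 2 against 2 libraries force all correlations to 1 value up to sign (0.01 for the same number), which decides nothing. Values near 0 do not exclude a shared source, so whether the number marks a pairing stays open. The block's sign flips cannot go below 0.125, so the differences of -650 effective sites, -2.61 points on chromosome 4, 23.6 points in genes and 25.03 points sense passed no threshold there.

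With sites of at least 3 counts, -345 effective sites, -1.02 points on chromosome 4, 26.0 points in genes and 35.1 points sense did not pass adjustment, and 0 genes differed in orientation. Of these measures only the share on chromosome 4 lost the smallest possible exact permutation p of 0.0286. Without Bach2 the differences were -651, -4.07, 6.12 and 5.27, none past adjustment. There effective sites and the share on chromosome 4 kept that p (adjusted p = 0.0571). Without resident positions the 10 most abundant sites differed by 12.2 points and effective sites by -1619, and both passed. A genome-wide expectation gave 7 genes with an excess in launch 4 chronic and 22 in launch 4 acute cultures, against 4 and 0 in the main test. In launch 1 it gave 4 in chronic and 1 in acute cultures, against 3 and 1. Leaving out both launch chromosomes, which removes Bach2, left 0 features higher in both launches. The gene list test and the TA expectation were not run.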

Other observations

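The values below were computed after the data were seen. In launch 1, the share of chromosomal counts at resident positions was 19.7% ± 1.26 in chronic and 43.1% ± 1.46 in acute cultures at day 18 (SD, n = 2 each), where in launch 4 it was 22.7% ± 1.60 and 21.8% ± 1.22 (SD, n = 4 each, exact permutation p = 0.286).

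For launch 1 chronic day 18 replicates 1 and 2, sites with at least 10 counts were compared with day 14. Of these, 27.5% and 26.4% were also found in the culture of the same number, against 7.46% and 12.8% in the other. Those 2 libraries held 764 and 603 such sites. At day 6 they shared 4.71% and 10.3% under the same number against 5.76% and 10.8% under the other, and at day 10 a mean of 9.61% against 8.32%. Of the 70 to 183 such sites of acute day 14 libraries, 0% to 3.28% against 1.09% to 2.31% were found at day 6, and 0.578% to 6.01% against 0% to 1.73% at day 10. Libraries of day 10, chronic day 14 and acute day 18 included some with 1 to 13 such sites and are not compared as later days. These values do not settle whether one number marks one culture over all days.

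The 2 day 18 chronic cultures of launch 1 shared 25 non-resident positions with at least 20 counts in both, 2 of them in Bach2, and 15 were also found in an acute day 18 library.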
